A study of Mus musculus with 2 samples. Its data were reported in "The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation" (2015).

How the data were processed

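PTBP1 iCLIP was performed in 46C mouse ESCs and NPCs, with 1 track per cell type, called a library here, and a rabbit antibody against PTBP1. Per the paper's methods, the authors removed PCR duplicates by the random part of the barcode, mapped the remaining reads to mm9 with Bowtie (version not given in the sources used here), assigned them to the longest known transcripts and kept crosslink sites that passed a false discovery rate filter. The authors deposited 1 line per counted read, and the value on each line, of a unit classed as other, is the whole-number count of reads that share its start, end and strand. That count equalled the number of such lines for every one of 271208 distinct fragments in ESCs and 185752 in NPCs. The lines of each of these fragments repeat 1 read name with a running number, so the count is the authors' and single reads, barcodes and instruments cannot be told apart within a fragment. Whether sequencing runs or libraries were pooled is not stated in the sources used here. The values carry no normalization. The reads in each track exceed the number that the study gives as significant, so the exact filter behind the tracks is not known. Because reads may have been filtered out, a gene listed with 0 reads need not lack crosslinks, and no limit or fold is given for a single such gene. List medians and counts by fold include such genes through the pseudocount. The Flag control libraries of the study were not analysed here.

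The crosslink site was the nucleotide upstream of each read on its strand. Depth was 963604 reads and 242325 sites in ESCs, and 950077 reads and 169871 sites in NPCs, and no fragment ran beyond the end of an mm9 chromosome. Sites were extended by 20 nt on each side and merged on each strand, and clusters of at least 4 reads were kept. All ESC clusters reached 4 reads, while 10204 NPC clusters with 20983 reads did not. A cluster was shared when it overlapped one of the other library by at least 1 nt on the same strand, and clusters moved to a random place in their own gene gave the share reached at random.

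Genes and regions came from the GENCODE annotation of the same build, with 37310 genes. Where regions overlapped, the order was 3' UTR, 5' UTR, coding sequence and intron. Reads at sites within 2 or more genes were left out of gene counts, which left 940784 reads in ESCs and 931550 in NPCs. Ratios were log2 of reads scaled by all reads assigned to genes (RPM), NPC over ESC, with a pseudocount of 0.5 reads and an exact conditional binomial 95% interval. Genes with at least 200 reads in the higher library were counted by fold. Shares carry exact Clopper-Pearson 95% intervals. The scaling alternatives were computed with code written for the purpose, as the median of ratios over genes with reads in both libraries, a shift of -0.26, and as a trimmed mean of M values with 30% of M and 5% of A values trimmed, a shift of -0.25.

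The 12 gene lists, the rule for named genes, the comparisons and most alternatives were set before the data were examined. The lists held 236 genes, of which 231 were found in the annotation, 8 of them by an older symbol. A list member counted as measured with at least 10 reads over both libraries, and a list median was placed among 10000 random lists of the same size matched on mean reads in 20 bins. Of 11 lists with a percentile, 3 lay above the 97.5th percentile and 1 below the 2.5th. The genes named in the text are the 20 that the study names as targets, the 10 with most reads in each library, the 10 with the largest ratio in each direction among genes with at least 200 reads, up to 4 members with most reads of each list, and the 5 repressed and 5 activated exons with most reads in each library. Genes named outside this rule are said to be chosen after their values were seen.

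Pentamers were counted within 30 nt of intronic crosslink sites, weighted by reads, over 193718 sites in ESCs and 154297 in NPCs, and compared with 20 rounds of random intervals from the same introns. Exon comparisons used the study's lists of cassette exons that changed on PTBP1 knockdown, taken only as coordinates and directions. Exons whose inclusion rose on knockdown were called repressed and those whose inclusion fell activated. Comparison exons changed between the cell type and motor neurons and were in neither the PTBP1 nor the PTBP1/PTBP2 double knockdown list of that cell type. The study's knockdown of PTBP2 alone in NPCs was not used to leave exons out. An exon was bound when a same-strand cluster of at least 4 reads lay in it or within 500 nt, and differences were placed among 10000 relabellings of the exons, as a description of 1 library.

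The steps were tested on simulated data. Genes simulated with a 4-fold change were called in the right direction in 100% of 200 cases and unchanged genes in 0 of 951, and 96.7% of intervals of unchanged genes held the simulated ratio. Reads were simulated as independent, without copies of a fragment. These results therefore check the code and do not show that the intervals hold for the real reads. The simulated pentamer ranked 1 of 1024. Of 200 sets of unchanged exons, 14 fell outside the central 95%. A 15-point difference between repressed and activated exons was detected in 86 of 100 sets for ESCs and 85 of 100 for NPCs. Alternatives covered the cluster minimum, extension and overlap, equal numbers of reads, scaling, pseudocount and minimum reads, the order of regions, the windows, the exons and library compared, and counting distinct positions or fragments in place of reads. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.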

Results

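PTBP1, an RNA-binding protein that regulates splicing through pyrimidine-rich sequences, was crosslinked to RNA in 46C mouse embryonic stem cells (ESCs) and in the neuronal progenitor cells (NPCs) of that line. In iCLIP, UV light joins the protein to the RNA it touches, the complex is immunoprecipitated, and the end of each cDNA marks the nucleotide beside the crosslink. Each cell type had 1 track, called a library here, and no replicates. Read names in each track came from 2 instruments, the second for 7.90% of ESC and 8.36% of NPC fragments, and the sources used here do not state whether runs or libraries were pooled. A test on the reads of 2 such libraries compares libraries and not conditions, so none was run between cell types, and all intervals are 95% intervals that cover counting error only. Intervals of reads treat each read as independent, so they are too narrow where reads of 1 fragment are copies. The authors' track of crosslinked reads held 963604 reads in ESCs and 950077 in NPCs, as the authors counted them. The ESC reads fell on 242325 crosslink sites, at 3.98 reads per site, and the NPC reads on 169871 sites, at 5.59 reads per site. Among sites with 4 or more reads, 89.5% in ESCs and 91.9% in NPCs held reads of a single fragment, with 1 start and 1 end. Uridine stood at 55.1% of ESC crosslink nucleotides (54.9 to 55.3) and at 54.3% of those in NPCs (54.1 to 54.6), against 39.0% and 36.8% at the base 10 nt upstream.

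The first comparison asked which transcripts carried PTBP1 in each cell type. Pluripotency genes had more reads in ESCs, and genes for neural cell adhesion had more in NPCs. All 21 measured pluripotency genes were at least 2-fold higher in ESCs in RPM, that is, in reads scaled by all reads assigned to genes in the library. This count takes in 11 genes listed with 0 reads in NPCs, through the pseudocount of 0.5 reads, and stayed at 21 with those genes set to 3 reads. Tet1 (chromosome 10, 62267318 to 62361866, build mm9), which oxidises methylated cytosine in DNA, had 2510 reads in ESCs and 109 in NPCs, a log2 ratio of NPC over ESC of -4.50 (-4.80 to -4.23). Esrrb and Tcfcp2l1, transcription factors of the stem cell network, had 625 and 649 reads in ESCs and 8 and 6 in NPCs. Lin28a, which binds let-7 precursors, had 471 and 7. Jarid2 and Trim71 differed less, with log2 ratios of -1.49 (-1.62 to -1.36) and -1.28 (-1.53 to -1.03). Zfp42, Sox2 and Pou5f1, chosen after their values were seen, had 196, 24 and 13 reads in ESCs and were listed with 0 reads in NPCs. The median log2 ratio of the list was -5.60, lower than in every one of 10000 random lists matched on reads, and -3.07 with genes at 0 reads set to 3 reads.

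Among 21 measured genes for neural cell adhesion and axon guidance, 15 were at least 2-fold higher in NPCs, 0 were 2-fold higher in ESCs and 6 lay between. Ntm (chromosome 9, 28802335 to 29770726), which encodes a cell adhesion protein of the immunoglobulin superfamily, had 44 reads in ESCs and 1523 in NPCs, a log2 ratio of 5.11 (4.70 to 5.59). The axon guidance receptor genes Robo2 and Robo1 had log2 ratios of 5.90 (5.27 to 6.70) and 1.33 (1.16 to 1.496). Cadm1 had 1038 and 1345 reads, a log2 ratio of 0.39 (0.27 to 0.51). Dcc, the gene of a netrin receptor, had 950 reads in NPCs and was listed with 0 reads in ESCs. The list median was 2.06, at percentile 100 of random lists matched on reads but at percentile 89.2 of lists also matched on gene span. These genes were long, with a median span of 852.3 kb, and log2 ratios of all measured genes rose with span, from a median of -1.05 in the shortest 10% of genes to 0.56 in the longest 10%.

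Markers of neural progenitors were mixed. Of 19 measured, 9 were at least 2-fold higher in NPCs, 4 were 2-fold higher in ESCs and 6 lay between, and the list median of 0.47 stood at percentile 97.1, inside the central 95% of random lists. Counting each crosslink position once, or requiring at least 50 reads, placed the list median above that range. Among random lists matched also on gene span it stood at percentile 92.9. Cdh2, the gene of N-cadherin, had 103 reads in ESCs and 1130 in NPCs, a log2 ratio of 3.46 (3.18 to 3.78). Msi2 and Zbtb20 had 1819 and 1059 reads in ESCs and 1748 and 1106 in NPCs. Notch1 and Slc1a3, chosen after their values were seen, were higher in ESCs, at 51 against 19 and 178 against 58 reads. Of 17 neuronal genes, 8 were 2-fold higher in NPCs, 5 were 2-fold higher in ESCs and 4 lay between, with a median of 0.23 at percentile 90.4. Matched also on gene span, the neuronal list stood at percentile 46.96. Ank3 and Nrxn3 had log2 ratios of 2.14 (1.97 to 2.33) and 4.37 (3.71 to 5.21), while Nfasc had -1.86 (-2.17 to -1.57). Of 13 mesendoderm and fibroblast markers, 9 had fewer than 10 reads over both libraries and were not measured. Among these, Col1a2 and Thy1, chosen after their values were seen, had 5 and 4 reads in ESCs and were listed with 0 in NPCs. All 4 measured markers of this list had more reads in NPCs, on few reads, 2 of them listed with 0 in ESCs. Kdr had 10 reads in ESCs and 57 in NPCs, Pdgfra had 4 and 43, and Gata4 and Gata6 had 38 and 17 in NPCs and 0 in ESCs. The NPC reads of Gata4 and of Gata6 lay at 4 crosslink positions each. That list median was 4.22, at percentile 99.9, and 2.87 with genes at 0 reads set to 3 reads. Only 2 glial genes were measured, Mbp at 45 and 24 reads and Plp1 at 33 and 0, which gave no percentile.

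Pbx1 and some genes of its partners, homeodomain transcription factors that act together on DNA, had more reads in NPCs, while others did not. Pbx1 (chromosome 1, 170050130 to 170362300, minus strand) had 617 reads in ESCs and 2958 in NPCs, a log2 ratio of 2.27 (2.15 to 2.403). Meis2 had 20 and 1208 reads, a log2 ratio of 5.90 (5.30 to 6.65), Pknox2 had 3.66 (3.25 to 4.13) and Pbx3 had 1.92 (1.71 to 2.13). Of 8 measured genes of this list, 5 were at least 2-fold higher in NPCs, 1 was 2-fold higher in ESCs and 2 lay between. The remaining members, chosen after their values were seen, went both ways. Meis1 had 17 reads in ESCs and 593 in NPCs, Pknox1 had 56 and 67, Pbx2 had 59 and 30, and Pbx4 had 12 and was listed with 0. The median of 2.10 stood at percentile 99.8 of random lists, and the median of the 4 members with fewest reads was -0.34.

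The 20 transcripts that the study names as PTBP1 targets did not move as a group. Of these, 4 were at least 2-fold higher in NPCs, 4 were 2-fold higher in ESCs and 12 lay between, and the median of -0.24 stood at percentile 25.3. Ptbp2 (chromosome 3, 119421660 to 119486306, minus strand), the neuronal paralog of PTBP1, had 345 reads in ESCs and 713 in NPCs, a log2 ratio of 1.06 (0.87 to 1.25). Dock7 and Dlg4 were higher in NPCs, with log2 ratios of 2.24 (1.99 to 2.49) and 1.18 (0.59 to 1.82). Gabbr1, which encodes a subunit of the GABA-B receptor, Pkm2, the gene of a pyruvate kinase, Ganab, the gene of a glucosidase subunit, and Ap2a1 were lower in NPCs. Their log2 ratios were -1.91 (-2.13 to -1.70), -1.39 (-1.68 to -1.12), -1.24 (-1.46 to -1.03) and -1.61 (-2.78 to -0.65). The reads of Dlg4 lay at only 7 crosslink positions in ESCs and 12 in NPCs, and those of Ap2a1 at 9 and 2. Counted by positions, the intervals of Dlg4 (-0.18 to 2.87) and Ap2a1 (-4.91 to 0.61) spanned both directions. Ptbp1 itself had 79 and 69 reads, Rod1 had 194 and 250, Mink1 had 166 and 156, and Fam38a had 144 and 135. The study chose these genes partly from these libraries, so their counts are not independent evidence of a direction.

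Genes of RNA-binding and splicing factors were 2-fold higher in NPCs in 9 of 44 cases, 2-fold higher in ESCs in 9, and between in 26, with a median of -0.16 at percentile 60.1. Rbfox2 had a log2 ratio of 0.79 (0.70 to 0.89), Celf1 of -0.74 (-0.89 to -0.59) and U2af2 of -0.50 (-0.72 to -0.28). Esrp1, an epithelial splicing factor chosen after its values were seen, had 255 reads in ESCs and 5 in NPCs. Of 23 cytoskeletal genes, 4 were 2-fold higher in NPCs, 4 in ESCs and 15 neither, with a median of -0.10 at percentile 44.5. Enah had a log2 ratio of -0.85 (-0.98 to -0.72), Dst of -1.14 (-1.30 to -0.98) and Clasp1 of 0.70 (0.54 to 0.87). Of 18 cell junction genes, 4 were 2-fold higher in NPCs, 2 in ESCs and 12 neither, with a median of -0.09 at percentile 37.2. Ctnna2, the gene of an alpha-catenin of the nervous system, had 86 reads in ESCs and 1638 in NPCs, Pard3 had 1235 and 2115, and Magi1 had 2561 and 2091. Among 4 measured nuclear noncoding RNAs, Airn had 50 reads in ESCs and 925 in NPCs, Meg3 had 681 and 466, and the median was -0.12 at percentile 49.2. The medians of these 4 lists and of the targets named by the study were above 0 under median of ratios scaling.

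The genes with most reads in NPCs were Auts2 (chromosome 5, 131913205 to 133019214, minus strand), with 2051 reads in ESCs and 6822 in NPCs, and Gpc6, a glypican gene, with 760 and 6799. Ebf1, Ror1 and Mecom had log2 ratios of 3.76 (3.58 to 3.96), 4.32 (4.10 to 4.55) and 5.66 (5.30 to 6.08). The noncoding gene Gm11019 (chromosome 13, 98204925 to 98266960) led in ESCs, with 3317 reads against 34, followed by Exoc4 with 2971 against 2307 and Pvt1 with 2739 against 776. Ebf3 and Fli1 had 689 and 401 reads in NPCs and were listed with 0 in ESCs. Slc2a3, a glucose transporter gene, had 983 reads in ESCs and was listed with 0 in NPCs. In all, 11158 genes had a read in ESCs, 9479 in NPCs and 8549 in both. Of 1608 genes with at least 200 reads in a library, 380 were at least 2-fold higher in NPCs, 359 were at least 2-fold higher in ESCs and 869 lay between. These ratios are of RPM, and the median gene with reads in both libraries stood at -0.26 on the log2 scale. Taken relative to that median, the NPC-higher share of genes past 2-fold was 61.6% instead of 51.4%, and the small negative ratios of Ptbp1, Mink1, Fam38a and Msi2 turned positive. A minimum of 50 reads gave 869 genes higher in NPCs and 1414 in ESCs. Counting each crosslink position once gave 52 and 45, with the minimum of 200 applied to positions, which admits fewer genes. Reads per gene reflect both the amount of a transcript and its binding, which 1 iCLIP library of each cell type cannot separate. The study also gives RNA-seq expression values for ESCs and NPCs, which were not used here.

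**Figure D1:**
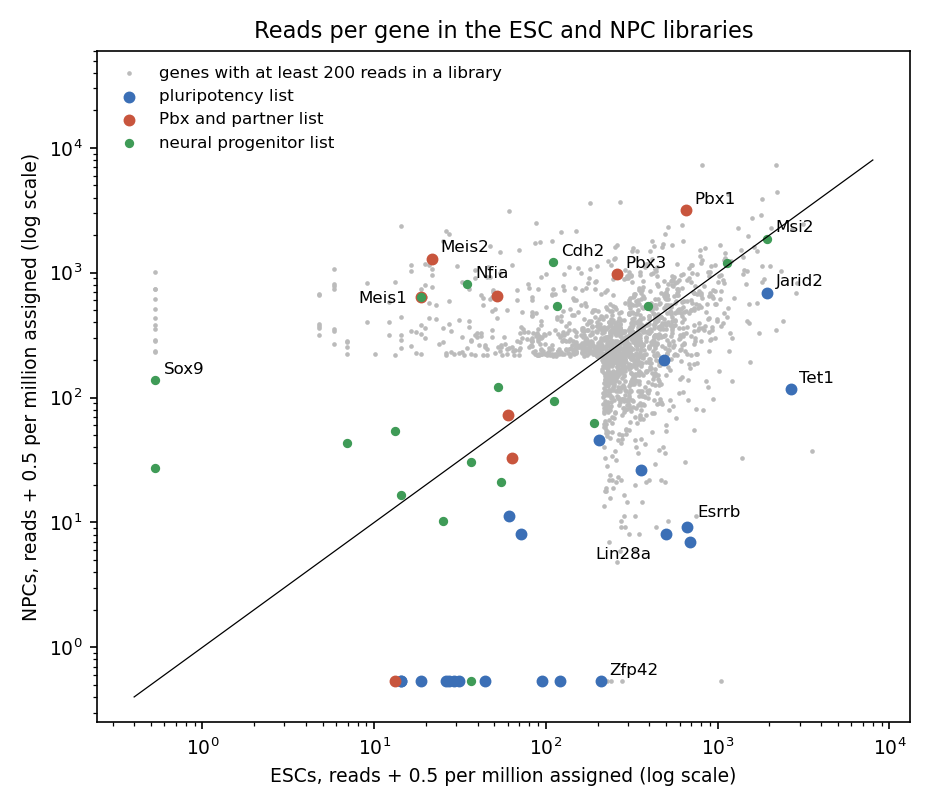
Reads per gene (plus 0.5) in RPM of assigned reads in the ESC library (horizontal, log scale) and the NPC library (vertical, log scale), 1 point per gene, with equal values on the line. Grey points are genes with at least 200 reads in a library. Colours mark measured genes of the pluripotency, Pbx and partner, and neural progenitor lists. Pluripotency genes such as Tet1 (2510 and 109 reads) lie below the line. The adhesion list is not coloured, and its member Ntm (44 and 1523 reads) lies above the line in grey.

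The second comparison was of where in transcripts PTBP1 lay. Introns held most reads in both libraries, and ESC transcripts held more of them in 3' UTRs. Of reads in protein-coding genes, 84.4% (84.3 to 84.4) lay in introns in ESCs and 93.3% (93.2 to 93.3) in NPCs. The 3' UTR held 12.8% (12.7 to 12.8) in ESCs and 5.16% (5.11 to 5.20) in NPCs, coding sequence held 2.30% (2.27 to 2.33) and 1.19% (1.17 to 1.21), and the 5' UTR held 0.578% (0.563 to 0.594) and 0.402% (0.390 to 0.416). Tet1 had 1575 of its ESC reads in the 3' UTR, Slc2a3 844, Ganab 488, Celf1 485 and Gabbr1 477. In NPCs the 3' UTRs of Tet1, Ganab, Celf1 and Gabbr1 held 49, 109, 112 and 96 reads. The difference of the 3' UTR shares, NPC minus ESC, was -7.61 percentage points over all genes and -3.67 points (-4.05 to -3.30) averaged within 3041 genes with at least 50 reads in both libraries. Counting each fragment once gave a difference of -11.3 points.

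**Figure D2:**
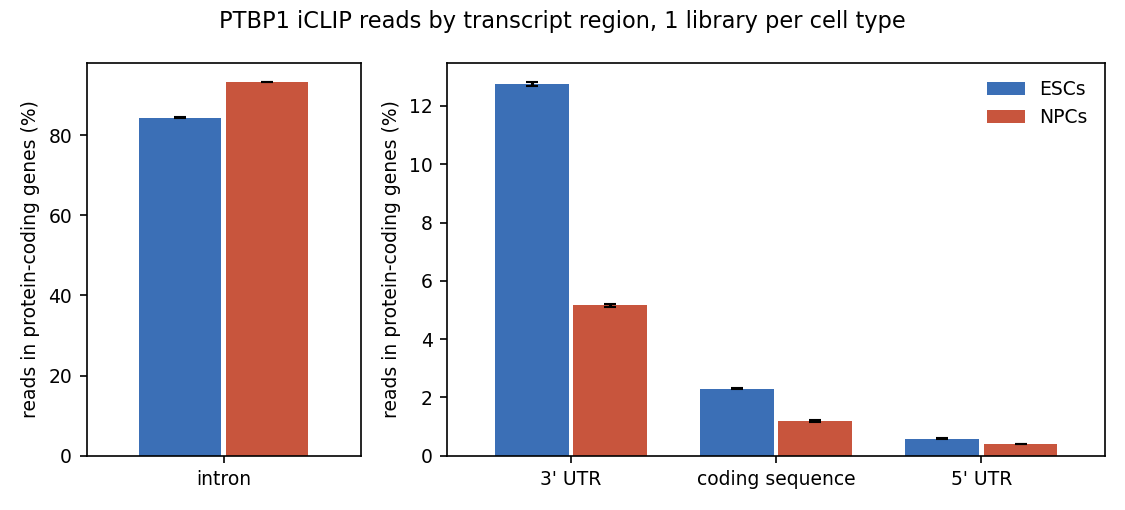
Percent of reads in protein-coding genes that lay in each transcript region (vertical axes, from 0) for the ESC and NPC libraries, with bars for the 2 libraries and error bars for the exact 95% binomial interval. Introns held 84.4% in ESCs and 93.3% in NPCs, and 3' UTRs 12.8% and 5.16%.

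The third comparison was of the binding regions themselves. Crosslink sites extended by 20 nt and merged gave 135613 clusters of at least 4 reads in ESCs and 122581 in NPCs. The largest ESC cluster lay in an exon of Gm11019 (chromosome 13, 98266473 to 98266626), with 806 reads, against 11 NPC reads in the same interval. It was followed by 3' UTR clusters of Peg10, an imprinted gene of retrotransposon origin, with 707 reads, Tubb5 with 683, Rbbp4 with 644 and Seh1l with 559. The largest NPC cluster, with 324 reads, lay in an intron of Eif4g2 (chromosome 7, 118219579 to 118219723, minus strand) that contains the small RNA gene snoU97, where ESCs had 432. Next was the 5' UTR of Igf2 (chromosome 7, 149844432 to 149844656, minus strand), with 262 reads in NPCs and 10 in ESCs, and then the same 3' UTRs of Rbbp4, Seh1l and Peg10. The genes Peg10, Tubb5, Rbbp4, Seh1l and Igf2 were chosen after their values were seen. Of ESC clusters, 8.01% (7.86 to 8.15) overlapped an NPC cluster, and 8.997% of NPC clusters (8.84 to 9.16) overlapped one of ESCs. Clusters placed at random within their genes overlapped in 2.23% and 2.48% of cases. Among clusters of at least 20 reads the shares were 42.5% of 2634 in ESCs (40.6 to 44.4) and 41.2% of 1913 in NPCs (39.0 to 43.5). Counting each crosslink position once, with the minimum of 4 applied to positions, left 10139 clusters in ESCs and 2958 in NPCs, of which 6.82% and 23.5% overlapped. Extending sites by 50 nt gave 12.7% and 14.3%.

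The fourth comparison was of the sequences at the crosslinks. Pyrimidine pentamers were enriched within 30 nt of intronic crosslink sites in both libraries, relative to random intervals of the same introns. Pentamers of C and U alone made up 12.7% of ESC pentamers against 7.15% at random, 1.78-fold, and 13.4% of NPC pentamers against 7.09%, 1.89-fold. They took 17 of the top 20 ranks in ESCs and 18 in NPCs. CUUUC was enriched 2.23-fold in ESCs and 2.38-fold in NPCs, where it ranked 1, and UCUUU 2.20-fold and 2.24-fold. The alternating pentamers GUGUG and UGUGU ranked 1 and 2 in ESCs, at 2.46-fold and 2.42-fold, and 13 and 14 in NPCs, at 1.95-fold and 1.94-fold. UCUCU and CUCUC were higher in NPCs, at 2.25-fold and 2.21-fold against 1.965-fold and 1.84-fold in ESCs. AAAAA was lowest in both, at 0.438-fold and 0.413-fold. Across 1024 pentamers, which are not independent replicates, the log2 folds of the libraries had a Pearson r of 0.970 (0.966 to 0.974), and 17 of the top 20 were shared. The r of their z scores over the random rounds was 0.945, an r squared of 0.894.

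**Figure D3:**
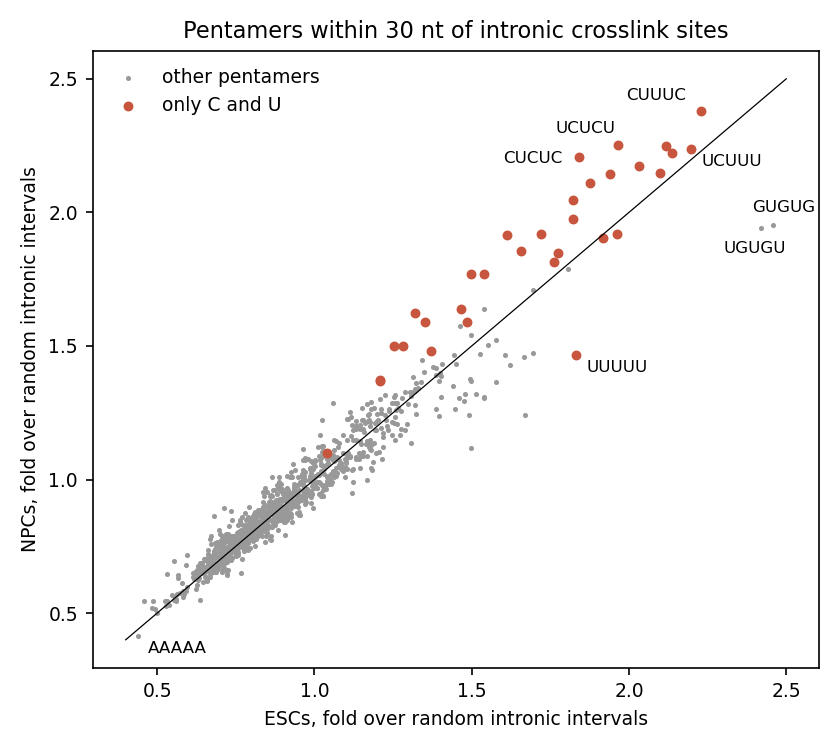
Fold of each pentamer within 30 nt of intronic crosslink sites over random intervals of the same introns, in ESCs (horizontal) and NPCs (vertical), 1 point per pentamer, with pentamers of C and U alone in colour and equal folds on the line. CUUUC (2.23 and 2.38) and UCUUU (2.20 and 2.24) lie above the line, and GUGUG (2.46 and 1.95), which ranked 1 in ESCs, below it.

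The fifth comparison asked whether exons that respond to PTBP1 depletion carry PTBP1 nearby. The study's cassette exons whose inclusion changed on PTBP1 knockdown, taken from RNA-seq and not from iCLIP, had a cluster within 500 nt more often than other cassette exons. These comparison exons changed between the cell type and motor neurons and were in neither knockdown list. They may still have changed on knockdown below the study's cutoff. The study names Pkm2 among known bound targets whose change did not pass that cutoff. In ESCs 175 of 362 dependent exons were bound, 48.3% (43.1 to 53.6), against 310 of 852 comparison exons, 36.4% (33.1 to 39.7). The difference of 11.96 percentage points stood at percentile 99.99 of 10000 random relabellings of the exons. In NPCs 109 of 264 dependent exons were bound, 41.3% (35.3 to 47.5), against 223 of 827, 26.96% (24.0 to 30.1), a difference of 14.3 points above every relabelling. On the opposite strand of the same windows, clusters lay at 0 of 362 and 2 of 264 dependent exons. This gives no background level, since the authors assigned reads to known transcripts. In the whole tracks only 0.123% of ESC reads and 0.102% of NPC reads lay solely opposite a gene. A 15-nt repressed exon of Lphn1, a latrophilin gene (chromosome 8, 86450161 to 86450175), had most reads in its window in ESCs, 133 upstream, 7 in the exon and 65 downstream. An exon of Smg7 had 61 reads upstream in ESCs, and the 66-nt exon of Ganab (chromosome 19, 8982341 to 8982406) had 50 upstream in ESCs and 5 in NPCs. In NPCs the 34-nt exon of Ptbp2 (chromosome 3, 119427530 to 119427563, minus strand) had 24 reads upstream and 10 downstream, against 5 and 9 in ESCs, and an exon of Actn1 had 36 upstream. The repressed Pbx1 exon (chromosome 1, 170115087 to 170115199, minus strand) had 1 cluster of 13 reads in the NPC library, at 170115599 to 170115639, 399 nt into the upstream intron, where ESCs had 0 reads. All 13 NPC reads lay at 1 crosslink position, since the cluster is no wider than 1 extended site. Whether they are copies of 1 molecule is not known. The study presumes that the lack of ESC reads there reflects less Pbx1 transcript in ESCs. Among activated exons, those of Immt, a gene of mitochondrial inner membrane organisation, had most reads in NPCs, 46 upstream and 14 downstream of its 138-nt form. Relabelling describes the exons of 1 library, since exons are not replicates. Counting each crosslink position once lowered the differences to 5.996 and 2.46 points, and NPC exons in the ESC library differed by 5.83 points, at percentile 95.7.

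**Figure D4:**
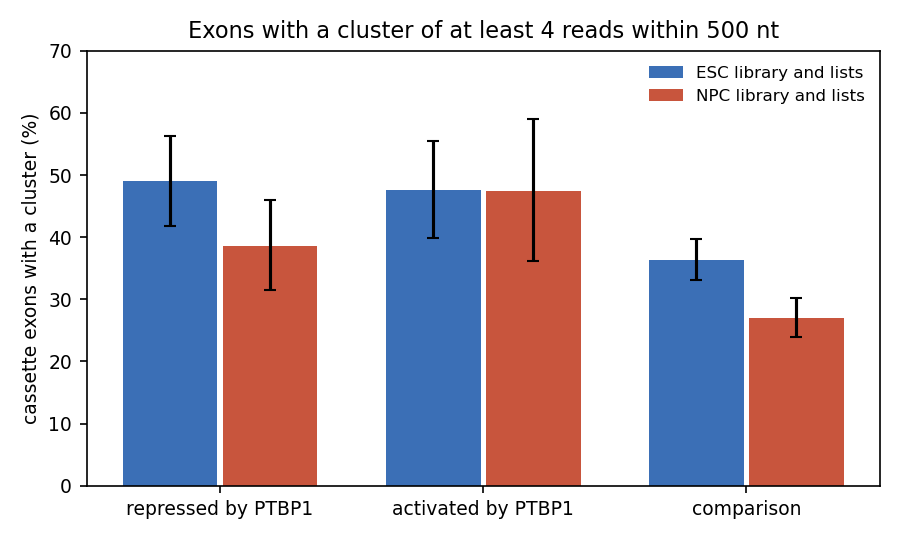
Percent of cassette exons with a cluster of at least 4 reads in the exon or within 500 nt (vertical axis, from 0), for exons repressed by PTBP1, activated by PTBP1 and comparison exons, each in the library of its cell type, with error bars for the exact 95% binomial interval. The shares were 49.0%, 47.6% and 36.4% in ESCs and 38.6%, 47.5% and 26.96% in NPCs.

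**Figure D5:**
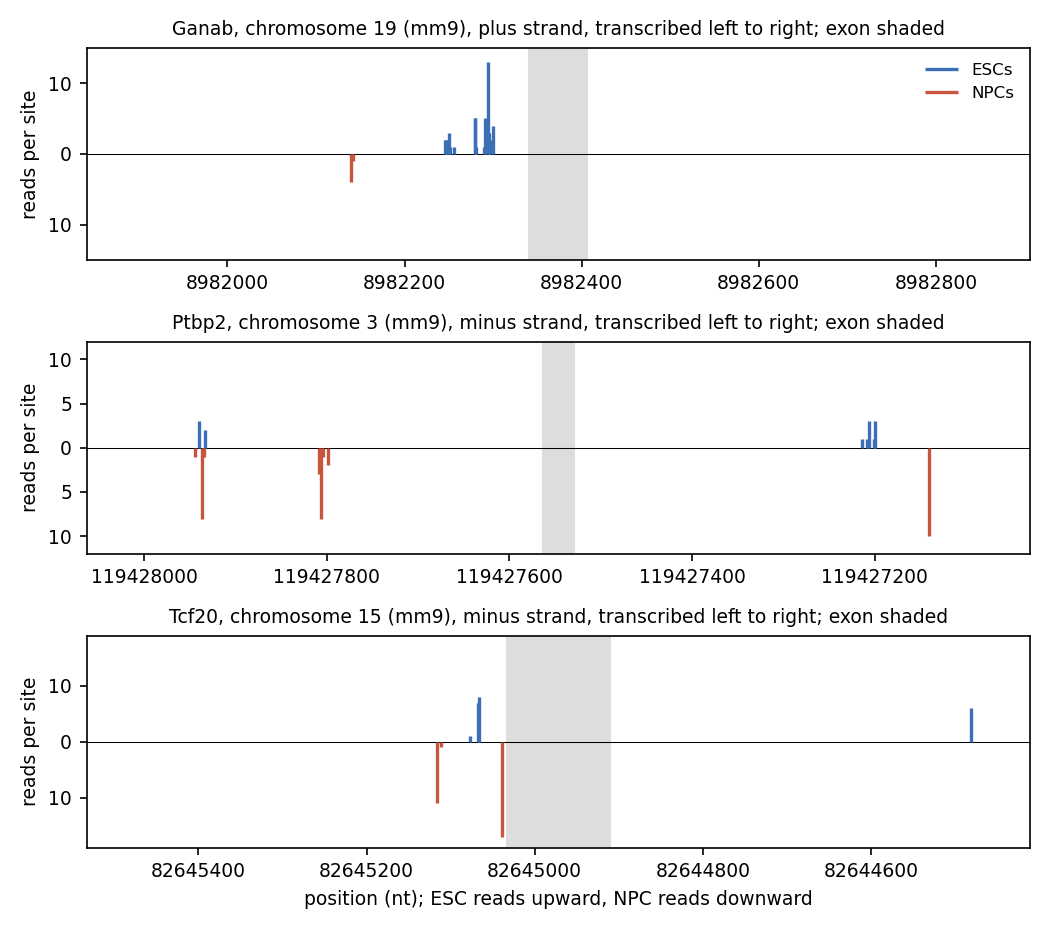
Reads at each crosslink site (vertical, ESC reads upward and NPC reads downward) within 500 nt of the repressed exons (shaded) of Ganab, Ptbp2 and Tcf20, along the chromosome in the direction of transcription (horizontal, nt, mm9). Upstream of the exon, Ganab had 50 reads in ESCs, Ptbp2 had 24 in NPCs and Tcf20 had 29 in NPCs.

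The last comparison asked whether binding sat elsewhere at repressed exons than at activated ones. In the library of the matching cell type, no difference in position left the central 95% of relabellings. In ESCs 31.1% of 196 repressed exons (24.7 to 38.1) and 31.9% of 166 activated exons (24.9 to 39.6) had a read within 500 nt upstream, a difference of -0.81 points at percentile 44.1 of relabellings. Downstream, 49 of the 196 (19.1% to 31.7%) and 50 of the 166 (23.3% to 37.7%) had a read, a difference of -5.12 points at percentile 14, and in the exon 7.14% and 7.23%. In NPCs 26.1% of 184 repressed exons (19.9 to 33.1) and 28.7% of 80 activated exons (19.2 to 40.0) had an upstream read, a difference of -2.66 points at percentile 31.8. Downstream the NPC shares were 17.9% and 23.8%, a difference of -5.82 points at percentile 13.6, and in the exon 2.72% and 3.75%. Upstream shares of comparison exons were lower, at 21.1% in ESCs and 14.6% in NPCs. A repressed exon of Tcf20 (chromosome 15, 82644911 to 82645033, minus strand) had 16 reads upstream and 6 downstream in ESCs, and 29 upstream and 0 downstream in NPCs. Of 2 activated exons of 2410002F23Rik (chromosome 7), that at 51502608 to 51502786 had 75 reads downstream in ESCs and 0 upstream, and that at 51503280 to 51503429 had 75 upstream and 7 downstream. The 75 reads are the same ones, since both windows cover the stretch between these exons. With windows of 250 nt the upstream differences were positive, 2.15 points in ESCs and 6.74 in NPCs, and exons of the ESC list in the NPC library differed upstream by 12.96 points, at percentile 99.8, outside the central 95%.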

Values the study reported

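The study counted 918,725 significant reads in ESCs and 914,084 in NPCs at an FDR of 0.01. It gave 170 PTBP1-dependent exons with nearby PTBP1 clusters in ESCs and 108 in NPCs. For pentamer Z-scores of ESCs against those of NPCs it gave an R^2 of 0.93.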

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

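The simulation of molecules with unrelated ends and the count of adhesion genes outside the 4 with most reads were chosen after the result was seen, and the other tests of this part before it. Some reads stood out because 1 or more of the comparisons leave them out. Reads opposite genes, outside genes or where genes overlap entered the clusters but not the counts per gene, and mitochondrial reads in genes entered those counts but belong to none of the gene lists. Of ESC reads, 1182 lay only opposite a gene, 10103 lay in no gene on either strand, 2385 were mitochondrial and 11535 lay where 2 or more genes overlap. Of NPC reads these numbers were 966, 9277, 87 and 8284. A further 20983 NPC reads lay in clusters of fewer than 4 reads, while the ESC library had none. Mitochondrial reads made up 0.248% of the ESC library and 0.00916% of the NPC library, a 27.03-fold difference (21.8 to 33.9), with 1296 ESC and 30 NPC reads in mt-Co1. The largest ESC cluster outside genes (chromosome 17, 32906098 to 32906281, minus strand) had 162 reads and lay 1899 nt from Zfp871, and the next (chromosome 14, 55517511 to 55517632) had 128 and lay 504 nt from Pabpn1. In NPCs the largest had 64 reads (chromosome 7, 75372589 to 75372773) and lay 1104 nt from Igf1r, and another of 53 reads lay within Kcnq1 on the opposite strand (chromosome 7, 150449286 to 150449421). The genes named in this paragraph were chosen after their values were seen.

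The first pattern was that sites of 4 or more reads mostly held a single fragment, in 89.5% of ESC and 91.9% of NPC sites. Independent molecules with unrelated ends were excluded, since they gave 0.000536% in ESCs and 0.000286% in NPCs when drawn from the lengths of distinct fragments. A preferred cutting site of the nuclease stays open. Among fragment pairs 1 to 10 nt apart, 11.3% in ESCs and 34.2% in NPCs shared an end, against 2.13% and 2.10% with shuffled lengths. To exclude this cause, the rule set beforehand asked for few shared ends in both libraries, which NPCs did not meet. Copies of 1 amplified molecule that escaped removal stay open in ESCs. Sites of 6 to 8 reads from 1 fragment overlapped an NPC cluster 0.332 times as often as sites with more fragments (0.314 to 0.351), a low ratio as copies would give. The 2 kinds of site were not matched on gene or on nearby reads, which could also lower the ratio, so it cannot decide. The ratio of 0.638 in NPCs (0.591 to 0.690) left copies open there, pooling of runs or libraries was not known, and no biological explanation was tested.

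The second pattern was the larger 3' UTR share in ESCs, a difference of -7.61 percentage points, NPC minus ESC. A few genes taking the reads were excluded as its main cause, since the difference was -5.63 points without the 75 genes with most 3' UTR reads. Different genes in the libraries could not be excluded, because within shared genes the difference was -3.67 points (-4.05 to -3.30), close to -3.80, which is 50% of the value over all genes. More spliced RNA in the ESC library is a candidate explanation, since coding sequence within shared genes also held more reads in ESCs, 1.40-fold (1.28 to 1.53). A difference in 3' UTR binding between the cell types stays open as untested.

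The third pattern was the excess of NPC reads in long genes for neural adhesion. A bias by gene length between the libraries may account for it, since the list stood at percentile 89.2 of lists matched on reads and span. Among the 17 members other than the 4 with most reads, 12 were at least 2-fold higher in NPCs, 70.6% (44.0 to 89.7). The excess was thus not confined to those 4 members. This count does not test whether a few members took the reads, because 15 of 21 measured members were already known to be 2-fold higher. Fewer exonic reads in NPCs were excluded as the cause of the rise with span, because intron reads alone gave a rise of 1.34 from the shortest to the longest 10% of genes (1.11 to 1.63), against 1.61 with all reads. Higher transcription of neural genes in NPCs stays open as untested.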

How the results depend on the processing

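Chosen after the data were seen were counting distinct fragments, relabelling within bins of nearby reads, taking 1 exon per overlapping group and setting genes at 0 reads to 3 reads. Of 65 named genes at least 2-fold apart, none changed direction under any scaling, pseudocount or counting alternative. Among all 94 named genes, 304 of 470 values stayed within their counting interval, 166 moved, and 10 genes changed sign, of which the largest log2 ratio was 0.57 in size. Of 63 list values 56 kept their direction and their side of the central 95%. A further 5 medians, all of lists inside that range, changed sign, and no median outside it did. The neural progenitor list passed the upper bound of that range with distinct positions (97.8) and with at least 50 reads (99.2). With random lists matched also on gene span it lay inside, at percentile 92.9.

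Clusters numbered 33259 in ESCs and 46129 in NPCs at a minimum of 8 reads, 10139 and 2958 with distinct positions, and 13072 and 4593 with distinct fragments, since fewer counts were available. The overlap of ESC clusters was 8.25% at a minimum of 2 reads. ESC and NPC overlaps were 8.90% and 6.56% at 8 reads, 5.68% and 6.42% with 10 nt, 12.7% and 14.3% with 50 nt, 5.56% and 6.22% when 50% of the shorter cluster had to overlap, 6.82% and 23.5% with distinct positions and 7.37% and 20.9% with distinct fragments. Genes at least 2-fold higher in NPCs and in ESCs numbered 52 and 45 with distinct positions, 62 and 70 with distinct fragments, and 869 and 1414 at a minimum of 50 reads, which admits more genes. The intron and 3' UTR shares differed by 10.002 and -8.81 points with distinct positions and by 12.6 and -11.3 with distinct fragments. The pentamer r was 0.976 with distinct positions.

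The excess of bound dependent exons stayed above the central 95% of relabellings under all alternatives in ESCs, from 5.996 to 15.3 points, and in NPCs, from 2.46 to 19.3, except in the ESC library, where NPC exons differed by 5.83 points. The lowest values, 5.996 and 2.46, came with distinct positions, where the minimum of 4 counted positions and fewer clusters were left. The differences in position lay within the central 95% in the matching library and changed sign in several settings. ESC upstream differences were 2.15 with 250 nt, 0.257 among exons with nearby reads, 1.75 with 1 exon per group and 12.96 in the NPC library, at percentile 99.8 and so outside the central 95%. ESC exon values were 3.39 in the NPC library and 0.362 with 1 exon per group, and ESC downstream values 2.61 with 250 nt and 3.92 in the NPC library. NPC upstream values were 6.74 with 250 nt and 0.163 in the ESC library, and the NPC exon value 2.39 in the ESC library. Except where stated, the cause was not tested. With the number of exons in the ESC and NPC lists, a 15-point difference in position was detected in 86 and 85 of 100 simulated sets, in which depth was not varied.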

Other observations

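Further genes among those with most reads or the largest ratios differed between the libraries. Rbpj, which encodes the DNA-binding partner of Notch, had 2057 reads in ESCs and 323 in NPCs, and Etl4 had 2265 and 379. Ptprg, which encodes a receptor tyrosine phosphatase, had 2090 reads in ESCs and 4140 in NPCs. Immp2l and Wwox, long genes, were also higher in ESCs, with log2 ratios of -2.07 (-2.19 to -1.94) and -1.18 (-1.29 to -1.07), while the long genes Grip1 and St6galnac3 were higher in NPCs at 1.91 (1.81 to 2.01) and 1.10 (1.02 to 1.18). Cdh6 and Ephb1, which encode a cadherin and an ephrin receptor, had 331 and 265 reads in NPCs and were listed with 0 in ESCs.

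At other exons of the study's targets, chosen after their values were seen, reads were few. The repressed exon of Dock7 (chromosome 4, 98660338 to 98660427, minus strand) had 6 reads downstream in ESCs, and 5 upstream and 16 downstream in NPCs. The repressed exon of Gabbr1 (chromosome 17, 37204159 to 37204309) had 23 reads within the exon in ESCs and 9 in NPCs, with 11 upstream in NPCs. The activated exon of Tpm1 (chromosome 9, 66880273 to 66880348, minus strand) had 24 reads downstream in ESCs and 16 in NPCs. The 34-nt exon of Rod1 (chromosome 4, 59559021 to 59559054, minus strand) had 8 reads upstream in NPCs and 0 in ESCs.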
